A study of Eucalyptus grandis x Eucalyptus urophylla with 56 samples. Its data were reported in "A high-density transcript linkage map with 1,845 expressed genes positioned by microarray-based Single Feature Polymorphisms (SFP) in Eucalyptus" (2011).

How the data were processed

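Xylem RNA of field-grown Eucalyptus trees, 54 months old, was measured on a 2-colour Agilent array made to discover single feature polymorphisms (SFPs), which are probes whose hybridisation differs between individuals because the transcript sequence under the probe differs. The 28 full-sib genotypes come from a cross of E. urophylla and E. grandis, and each was represented by 2 ramets, which are separate clonal trees, so that the 56 samples are 2 biological replicates per genotype. Each of the 28 arrays held a replicate 1 labelled with Cy5 and a replicate 2 of another genotype labelled with Cy3, in a loop. Replicate number and dye are therefore the same factor. Groups were taken from the genotype number in the sample labels.

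The array carried 103000 probes for 20726 unigenes (assembled EST contigs or single ESTs), with 1 to 10 probes each, and 26 custom control probes. The deposited value table holds log2 values, and for 54 of 56 samples the authors' values were equal to log2 of the scanner's raw median spot signal in the channel of the sample's dye. The column medians differed by dye and scanner, so the quantile normalization that the study's methods describe, made with the affy package per the labels, was not yet applied to them and was applied here. Each sample also had a deposited scanner output file with spot intensity for both channels, written by Agilent Feature Extraction 9.5.1.1 or 10.1.1.1 per the file headers. Flags for signal well above background come from the same files. For 2 samples, replicate 1 of genotype 109 and replicate 2 of genotype 101, which share an array, the scanner file held another scan. The value table was therefore used for the results given first, and the scanner files served for alternatives on the other 54 samples. The file headers place the arrays in 3 scanner batches of 14, 12 and 2 arrays, called A, B and C here. Columns used from other samples numbered 0.

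Log2 values were quantile normalized over all 56 samples with limma 3.58.1 in R 4.3.3. A probe was called detected in a genotype when the mean of its ramets lay above the 90th percentile of the control probes, and was kept when detected in at least 4 genotypes, as in the study's methods. For each unigene with at least 2 kept probes, the genotype by probe interaction was tested by an F test of the probe contrasts within samples. Effects of equal log2 size at all probes of the set cancel in it. No background was subtracted, so a transcript change that moves dim probes less than bright ones does not cancel. Benjamini-Hochberg adjustment was applied with a threshold of 0.005. Mean signal per unigene and signal per probe were tested over the 28 genotypes by limma's moderated F test at an adjusted p of 0.05. For the clustering, the genotype means of each kept probe were divided into 2 clusters by optimal 2-means, and cluster sizes were tested against 1:1 and 3:1 by chi-square at 0.05. A genotype with a normal deviate of 1.96 or less from the other cluster was missing, and probes with over 10% missing were left out. A split that matched both ratios went to the nearer one. Agreement of ramets was the Pearson correlation across kept probes of deviations from each dye's mean, tested by 100000 re-pairings of the dye groups.

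These rules, the list of alternatives and the rule for naming unigenes were fixed before the data were examined. The naming rule took, where no file names the genes, the top 2 unigene identifiers by interaction F among those with at least 3 kept probes, by range of mean signal where both ramets of the highest genotype lay above both of the lowest, by cluster gap for each ratio without missing genotypes, and by mean signal. The array files used here carry no gene names, and no genome was used. After the values were seen, homology descriptions published with the study were attached to 80 unigenes that it placed on its maps, and these were grouped by product. The study chose those unigenes on a set of trees that includes these, so their counts are no independent evidence that a gene group varies, and no enrichment was tested. The published list of names and map positions was at hand only in part and covers only genes the study had mapped, so tests of gene lists and of co-segregation by distance were not run.

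Alternatives covered the detection rule, the background correction and normalization, the source of the values, the filter on dim probes, replicate and scanner batch as blocks, the shared array as a random block, single batches, and each sample left out in turn. Whether replicate numbers pair the samples was checked from the design: same-numbered samples come from different trees and share only their dye, so the numbers do not pair them. Each test was first run on simulated data with the means and spreads of the real probes, with 200 unigenes changed at 1 probe and 200 changed by an equal shift at all probes. The simulated spread was independent between samples, without effects of array, dye or batch. The rates that follow therefore do not cover effects that samples on an array share, which the real data have. Interaction was recovered for 76.1% of the unigenes with a shift of 1 log2 unit at 1 probe, 95.5% at 2 and 100% at 3, and 4 of 2148 unchanged unigenes were called. Of the unigenes shifted at all probes, 19.4%, 83.6% and 98.5% were recovered in mean signal at these sizes, and 7 of 4158 unchanged ones were called. The clustering put 85.1% of the probes shifted by 2 units into a ratio, but also 29.6% of 8632 unchanged probes. The number of arrays limits the precision. Confidence intervals of shares are Wilson 95% intervals, which treat unigenes as independent although all rest on the same 56 samples.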

Results

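Transcript signal was measured in xylem, the wood-forming tissue, of 56 samples from 28 full-sib genotypes with 2 ramets each. The median raw signal per sample lay between 26 and 165 scanner units, and 16.7% to 42.4% of the spots were well above background. At most 27 spots of a sample were saturated. The study asked whether probes designed on ESTs of several eucalypts reveal enough polymorphism among sibs to place genes on a linkage map. The comparisons here give how many genes were measured in xylem, how many differed between genotypes at single probes or in the mean of their kept probes, and how the genotypes divided at each probe.

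A total of 9829 probes (9.54% of 103000), representing 4558 unigenes (22% of 20726), detected transcripts in at least 4 of the 28 genotypes. All probes of the set were kept for 216 unigenes, a variable number for 2350, a single probe of a larger set for 1992 and none for 16168. Among the 80 unigenes with a published description, 64 were detected. The study mapped only genes with probes that had passed its own detection rule on these trees, so their detection here is no independent finding about xylem. Detected members included all 8 unigenes of xylan and matrix metabolism, among them a beta-xylosyltransferase, a xyloglucan endotransglucosylase/hydrolase and a polygalacturonase, the caffeic acid O-methyltransferase of lignin synthesis, a cellulose synthase, a sucrose synthase and all 3 tubulins. The 2 unigenes of the phenylpropanoid group and the single green-tissue unigene were not detected at this threshold, while both unigenes of flavonoid synthesis, taken as markers of phloem and bark, were. Of the disease resistance group 2 of 5 were detected. The brightest unigenes were UR-XY-001&&BA-023&&E01, with a mean log2 signal of 15.53 at its kept probe, and GL-XY-001&&AF-035&&F01, with 15.46 over its kept probes. At the kept probe of the first, genotypes 306 and 307 averaged 11.29, against 15.86 ± 0.32 (SD) in the other 26 genotypes. Brightness depends on the probe as well as on the transcript, so these values give no order of abundance. The threshold of 8.07 on the log2 scale was set by 4 of the 26 control probes, which had mean log2 signals of 7.16 to 11.79, while the other 22 lay between 5.81 and 6.13. With the threshold at the 90th percentile of those 22, an alternative chosen after seeing the data, it was 6.03, and 50485 probes (49.0%) for 16180 unigenes (78.1%) were kept, with all 80 described unigenes among them.

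Ramets of a genotype resembled each other more than samples of different genotypes did. Across the kept probes, which are not independent replicates, the deviations of a genotype's ramets from their dye means correlated with a mean r of 0.396 ± 0.356 (SD, n = 28 genotypes), against -0.011 for pairs of different genotypes (permutation test of the mean, one-sided, p = 1e-05, the smallest that 100000 re-pairings can give). The lowest r was -0.377 and the highest 0.893, with 5 genotypes below 0, and for 16 of 28 the other ramet was the best match among the samples of its dye. The relation held within batch A (mean r 0.237 ± 0.372, n = 13, p = 0.00408) and within batch B (0.411 ± 0.366, n = 11, p = 8e-05) by the same permutation test. Batch C held 1 complete genotype and gave no value. Samples that shared an array also resembled each other, with a mean r of 0.150 ± 0.312 (n = 28 arrays). The array with replicate 2 of genotype 306 and replicate 1 of genotype 307 reached 0.964, and its samples had the lowest shares of spots well above background, 16.7% each. The next array, with replicate 2 of genotype 92 and replicate 1 of genotype 93, reached 0.715.

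**Figure D1:**
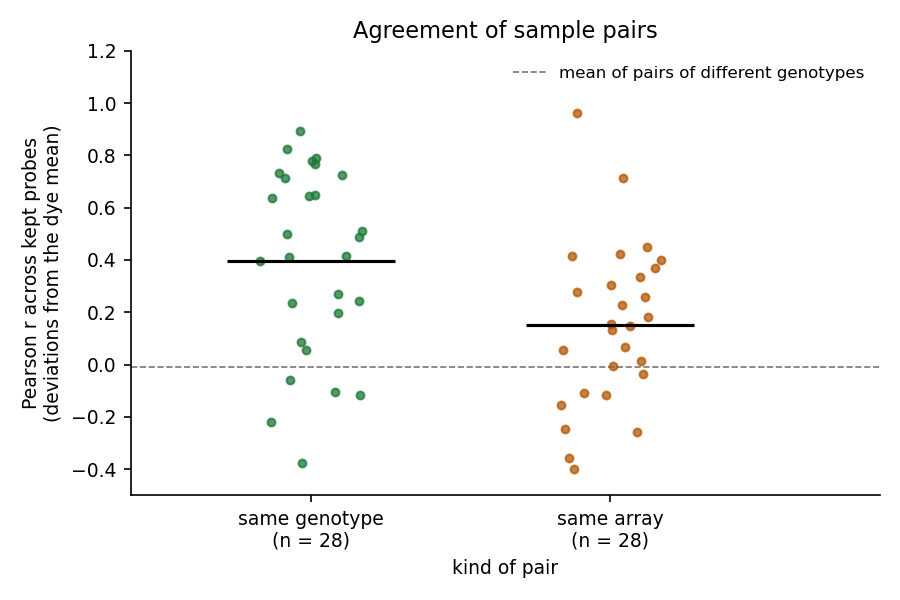
Pearson r across kept probes for the 28 pairs of ramets of a genotype and the 28 pairs of samples that share an array; black bars are the means (0.396 and 0.150) and the dashed line is the mean of pairs of different genotypes (-0.011). The highest same-array value, 0.964, belongs to the array shared by genotypes 306 and 307.

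Single probes parted the genotypes within both alpha-tubulin unigenes. In the alpha-tubulin unigene CL1242Contig1, a subunit of the microtubules that guide cellulose deposition, probe CL1242Contig1_1575 gave a log2 signal of 9.75 ± 0.26 (SD, n = 11 genotypes) in one cluster and 6.01 ± 0.15 (n = 17) in the other, with both ramets on the same side in all 28 genotypes (interaction adjusted p = 2.1e-24). In the other alpha-tubulin, CL1108Contig1, second by the naming rule, probe CL1108Contig1_1661 was at 11.77 ± 0.54 in 20 genotypes and 8.31 ± 0.31 in 8, and ramets agreed in 26 of 28 (adjusted p = 8.58e-34). A phospholipase D alpha, CL512Contig1, an enzyme of membrane lipid signalling, had a probe at 10.06 ± 0.44 in 17 genotypes and 6.57 ± 0.59 in 11 (adjusted p = 4.06e-25). A 60S ribosomal protein, CL502Contig1, had one at 9.44 ± 0.62 in 21 genotypes and 6.28 ± 0.21 in 7 (adjusted p = 4.06e-27). The glutamine synthetase CL150Contig1, which assimilates ammonium, was divided into 15 genotypes at 8.45 ± 0.42 and 13 at 6.08 ± 0.18 (adjusted p = 1.51e-16), and the alpha-L-arabinofuranosidase CL1409Contig1, a wall-trimming enzyme, into 18 at 8.49 ± 0.51 and 10 at 5.98 ± 0.38 (adjusted p = 1.35e-16). Where the low genotypes lay below the detection threshold, as in all of these but CL1108Contig1, the gap is a lower limit.

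**Figure D2:**
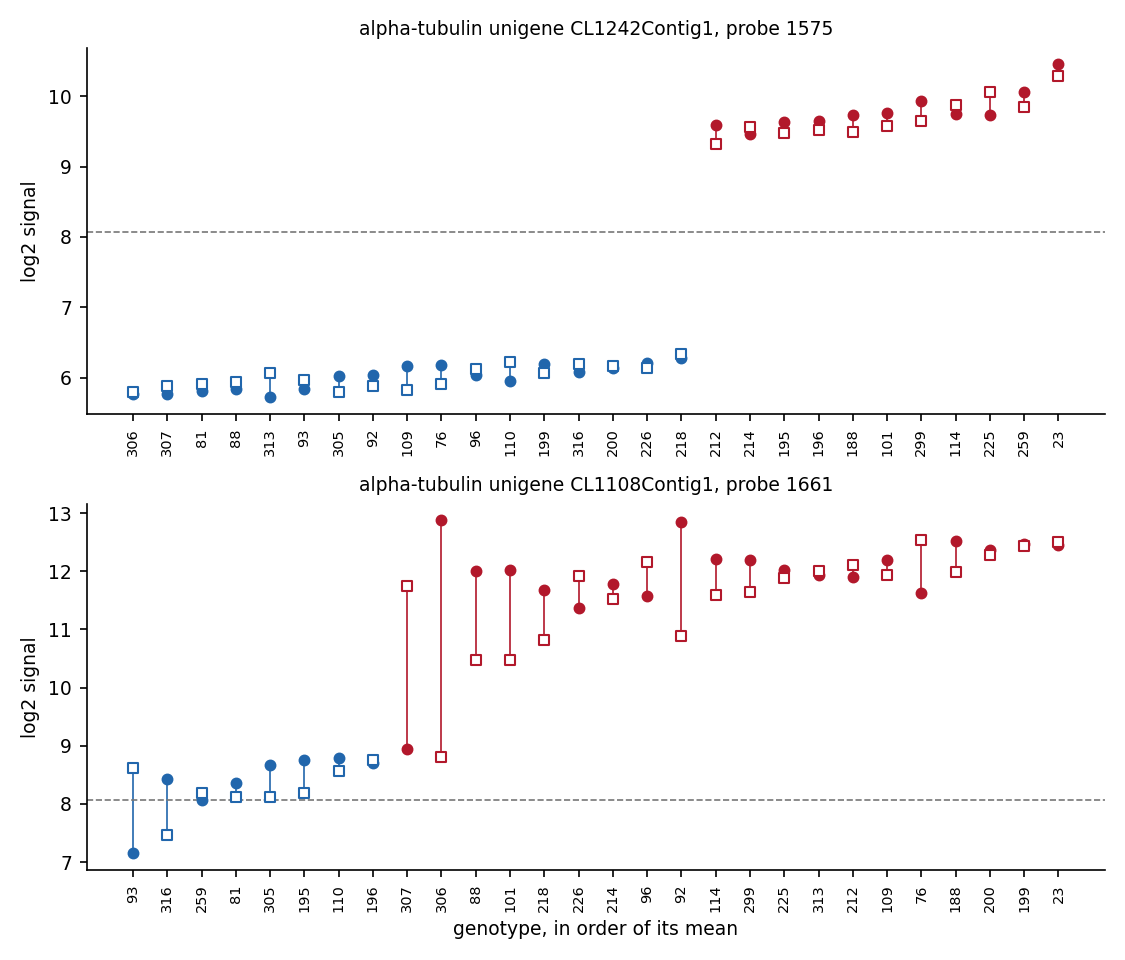
Log2 signal of 1 probe in each alpha-tubulin unigene for the ramets of 28 genotypes ordered by their mean (filled circles replicate 1, open squares replicate 2, red the high and blue the low cluster, dashed line the detection threshold of 8.07). At the upper probe ramets lie on the same side in all 28 genotypes; at the lower probe they do in 26, the exceptions being genotypes 306 and 307.

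In total, 723 of 2548 unigenes tested (28.4%, and 3.49% of all unigenes on the array) had a genotype by probe interaction at an adjusted p of 0.005. Among unigenes with at least 3 kept probes CL181Contig1 had the largest F, with probe CL181Contig1_804 at 8.73 ± 0.56 in 15 genotypes and 5.88 ± 0.05 in 13 (adjusted p = 2.78e-31). Among the described unigenes 33 of 53 tested passed, which is no independent estimate because the study selected them on a set of trees that includes these. By group these were 4 of 7 in xylan and matrix, 2 of 3 tubulins, 5 of 7 ribosomal proteins, 4 of 6 in carbon metabolism (a phosphofructokinase subunit, an aldolase, a pyruvate decarboxylase and a galactinol synthase), all 3 in signalling (calmodulin, a 14-3-3 protein and phospholipase D), both glutamate-linked enzymes of nitrogen metabolism and both elongation factors, of which elongation factor 1-gamma CL263Contig1 was lost with the threshold from the 22 dim control probes (adjusted p = 0.00562). The diphenol oxidase tested for lignin and the sucrose synthase passed (adjusted p = 4.77e-15 and 0.00123), while the gamma tubulin CL6282Contig1 with 2 kept probes (0.667) and both flavonoid unigenes did not. These calls turned for the gamma tubulin with the threshold from the 22 dim control probes, which kept 5 of its probes (adjusted p = 3.78e-06), and for the flavonol synthase CL410Contig1 without the 4 samples of the 2 arrays with correlated channels (0.000102). Adjusted over the list alone, the counts were 5 of 7 for xylan and matrix, 5 of 7 for ribosomal proteins, 2 of 3 for tubulins, 2 of 4 for heat shock and stress and 1 of 1 for disease resistance. A unigene with interaction had a 1:1 or 3:1 cluster probe in 79.9% of cases, against 48.5% of the other tested unigenes (odds ratio 4.23, Fisher's exact test, two-sided, p = 3.85e-50). Both calls use the same genotype means. The clustering also called 29.6% of unchanged simulated probes, so unigenes with more kept probes hold cluster probes more often. The overlap is therefore no independent support for either call. With scanner batch as a block 589 unigenes passed, and within batches A and B alone 768 and 174. Without the 4 samples of the 2 arrays with correlated channels, chosen after seeing the data, 1151 passed, which included 712 of the 723, and 45 of the 53 described unigenes.

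Mean signal over the kept probes of a unigene differed between genotypes for 467 of 4558 unigenes (10.2%), among them 10 of the 64 described unigenes detected. Of the 4558 unigenes 2548 had at least 2 kept probes, and the others rest on a single probe. The vacuolar proton-pumping pyrophosphatase CL1181Contig1 ranged from 8.86 ± 0.29 in genotype 225 to 5.76 ± 0.01 in genotype 101 (SD, n = 2 ramets each, adjusted p = 1.65e-07). The glutamate decarboxylase CL508Contig1, which makes gamma-aminobutyrate, ranged from 10.32 ± 0.47 in genotype 96 to 7.08 ± 0.26 in genotype 200 (adjusted p = 5.64e-05). The beta-xylosyltransferase GR-TS-002&&CN-005&&D12 of the xylan group was at 9.80 ± 0.01 in genotype 299 and 6.58 ± 0.14 in genotype 23 (adjusted p = 0.000209). The alpha-tubulin CL1242Contig1 (adjusted p = 0.000574), the tonoplast intrinsic protein CL978Contig1 (0.0014) and the plasma membrane intrinsic protein PE-XY-001&&MG-042&&A03 (0.0469), both of them water channels, the flavonoid 3'-hydroxylase CL1256Contig1 (0.0105) and the glutathione S-transferase CL270Contig1 (0.0271) also passed, although the plasma membrane intrinsic protein did not without the 4 samples of the 2 arrays (0.0536). In the stress group, the temperature-induced lipocalin CL2211Contig1 ranged from 9.51 ± 0.24 in genotype 214 to 6.59 ± 0.01 in genotype 226 (adjusted p = 0.0015), and the universal stress protein CL1133Contig1 was highest in genotype 214 too, at 10.06 ± 0.01 (adjusted p = 0.00594). Genotype 214 was also the highest or lowest of the 24 at many other unigenes named here, and its ramets lay in batches A and C. Its values need not be particular to stress genes. For the beta-xylosyltransferase, the pyrophosphatase and the plasma membrane intrinsic protein 1 probe was kept, so a change of the transcript and a polymorphism under the probe give the same signal there. The threshold from the 22 dim control probes kept 5, 5 and 2 of their probes. Their interaction then had an adjusted p of 8.6e-06, 1.21e-26 and 0.0723 in this order (F test). The 5.76 of the pyrophosphatase in genotype 101 lay below the lowest control probe mean of 5.81, so its range is a lower limit. The alpha-tubulin, lipocalin, universal stress protein, tonoplast intrinsic protein and glutamate decarboxylase had an interaction (F test, adjusted p of 3.03e-06 or less). A polymorphism under 1 of their probes can thus move their mean signal too, although a transcript change that moves dim probes less also gives an interaction.

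With all samples and all control probes, no difference in mean signal passed for the lignin, cellulose and wood transcription factor members, but without the 4 samples of the 2 arrays the diphenol oxidase CL6151Contig1 (adjusted p = 0.047), the sucrose synthase CL174Contig1 (0.031) and the shoot meristemless-like protein PE-XY-003&&CN-024&&H06 (0.0135) did, and with all samples and the threshold from the 22 dim control probes the last of these did too (0.0476). Over the 24 genotypes with no sample on the 2 arrays, the caffeic acid O-methyltransferase CL6844Contig1 ranged from 10.15 ± 0.14 in genotype 96 to 7.66 ± 0.58 in genotype 214. The cellulose synthase GR-XY-006&&RS-011&&H12 ranged from 10.96 ± 0.47 in genotype 299 to 8.62 ± 3.51 in genotype 212, and the R2R3-MYB factor CL5926Contig1 from 8.52 ± 0.26 in genotype 226 to 6.65 ± 0.23 in genotype 214. Over all genotypes the adjusted p was 0.275, 0.555 and 0.737 in this order. The lowest of all genotypes was 307 for the caffeic acid O-methyltransferase, at 7.16 ± 1.63, and 93 for the cellulose synthase, at 7.33 ± 1.63. Of the 8 detected ribosomal proteins and the 7 detected unigenes of carbon metabolism 0 passed with all samples and 3 of each without the 4, among them the 40S ribosomal protein CL90Contig1 (adjusted p = 4.02e-07) and the enolase CL7892Contig1 (0.000351). Adjusted over the list alone, 3 of 5 stress unigenes, 1 of 2 wood transcription factors and 1 of 8 xylan and matrix unigenes passed. By the naming rule, the widest ranges belonged to GL-XY-001&&AF-055&&G01, at 13.98 ± 1.12 in genotype 88 and 6.15 ± 0.45 in genotype 306, and to CL713Contig1, at 13.86 ± 0.34 in genotype 214 and 6.06 ± 0.03 in genotype 299. The first has 1 kept probe, so a polymorphism under it gives the same signal, and over the 24 genotypes with no sample on the 2 arrays its range was 7.55 log2 units, against 7.80 for CL713Contig1. The median range between genotype means was 2.76 log2 units in unigenes that passed and 2.08 in the others. Both an interaction and a difference in mean signal were found in 112 unigenes, against 56.2 if the calls were independent (odds ratio 3.70, Fisher's exact test, two-sided, p = 4.61e-18). The calls use the same kept probes, and a polymorphism under 1 probe can shift the mean too, so this overlap is partly built in. At the level of probes, 1127 of 9829 (11.5%), in 883 unigenes, differed between genotypes. Without cluster probes in the mean 102 unigenes passed, and with the array as a random block and the replicate block 1314. In that fit the correlation of samples on an array was 0.676 for unigene means, and the tests given first do not take it into account. With scanner batch as a block 240 unigenes and 725 probes passed, within batch A 187 and 625, within batch B 27 and 160, and without the 4 samples of the 2 arrays 1847 and 3548; the 1847 unigenes included 461 of the 467, and 34 of the described unigenes against 10 with all samples.

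Genotype means were placed in a 1:1 ratio at 997 probes and in a 3:1 ratio at 1980, together in 2035 unigenes, and 741 of these probes matched both ratios. The counts were 1866 and 1859 without the 4 samples of the 2 arrays, 5355 and 9795 with the threshold from the 22 dim control probes, and as low as 553 and 804 with 1 sample left out, the first without replicate 1 of genotype 306 and the second without replicate 2 of genotype 307. Ramets lay on the same side in at least 26 of 28 genotypes at 319 of them, 137 with a 1:1 and 182 with a 3:1 ratio, in 278 unigenes. These had a median gap of 2.00 log2 units between clusters, against 1.23 at the other cluster probes, and 218 of the 264 in tested unigenes belonged to a unigene with interaction. Described members among them were both alpha-tubulins, 5 ribosomal proteins, the arabinofuranosidase, pyruvate decarboxylase, glutamine synthetase, polyubiquitin, vacuolar processing enzyme, calmodulin and phospholipase D alpha. The polyubiquitin CL951Contig1, which tags proteins for breakdown, was divided into 16 genotypes at 10.47 ± 0.45 and 12 at 8.34 ± 0.47, and the calmodulin CL212Contig1, a calcium sensor, into 13 at 8.02 ± 0.21 and 15 at 6.13 ± 0.36. The widest 1:1 gaps were those of GR-XY-006&&RS-039&&G07, at 11.15 ± 0.71 in 17 genotypes and 6.86 ± 0.96 in 11, and of CL34Contig1, at 11.74 ± 0.74 in 16 and 7.54 ± 0.81 in 12. Normal values with no clusters, 1 draw per kept probe, gave 2889 cluster probes, against 2977 observed, but 1501 of them had a 1:1 and 1388 a 3:1 ratio.

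The widest 3:1 gaps were those of CL1Contig131, at 12.41 ± 0.51 in 7 genotypes and 6.45 ± 0.59 in 21, and of CL1825Contig1, at 11.62 ± 0.67 in 7 and 6.20 ± 0.39 in 21. Both probes placed the same 7 genotypes (88, 114, 214, 226, 259, 299 and 316) in the high cluster, and ramets agreed in 27 and 28 of 28 genotypes. Low samples on an array with a high genotype lay above low samples on other arrays at both probes, by 2.14 log2 units at CL1Contig131_652 and by 1.14 at CL1825Contig1_538. Both unigenes also differed in mean signal (adjusted p = 2.05e-06 and 6.37e-05).

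**Figure D3:**
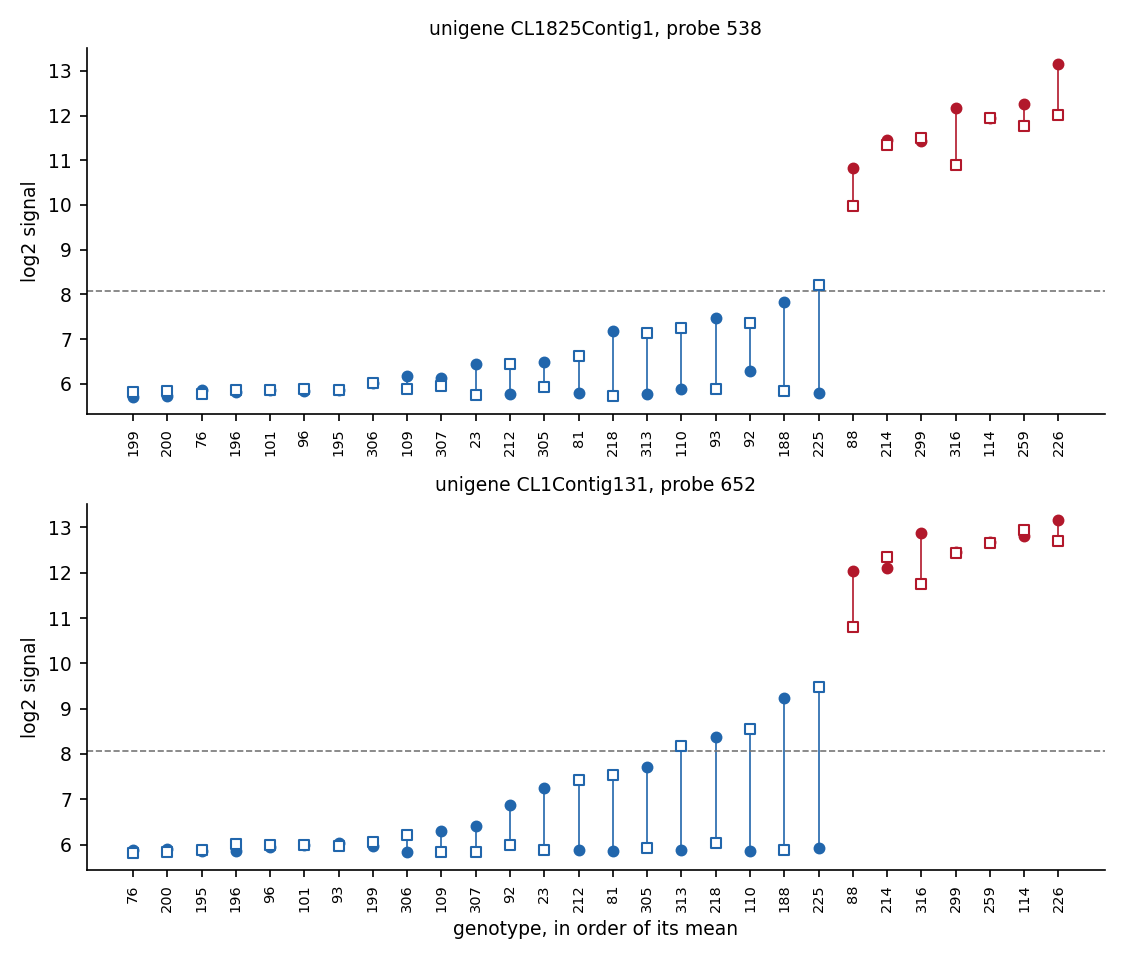
Log2 signal of the probes with the widest 3:1 gaps, CL1825Contig1_538 above and CL1Contig131_652 below, for the ramets of 28 genotypes ordered by their mean (filled circles replicate 1, open squares replicate 2, red the high and blue the low cluster, dashed line the detection threshold of 8.07). The same 7 genotypes form the high cluster of both, and the raised ramets of genotypes 188 and 225 share an array with a red genotype.

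A 3:1 marker that is present or absent would leave the smaller cluster without the matching allele, so with the lower signal. With 1 probe per unigene, the smaller cluster was the lower one in 74.0% of 1422 unigenes (Wilson 95% interval 71.6% to 76.2%, exact binomial test against equal shares, two-sided, p = 6.82e-76). Over all 3:1 probes, 1493 had a low and 487 a high small cluster. Genotypes did not contribute evenly: 307 and 306 lay in 91.4% and 90.8% of the low small clusters, 214 in 62.0%, 93 in 50.6% and 92 in 46.6%, where equal shares would be 22%. Without the 4 samples of the 2 arrays the share of low small clusters was 53.6%, and with the threshold from the 22 dim control probes it was 37.4%, which turns its direction. Of the 636 unigenes with at least 2 cluster probes, 48.1% (interval 44.3% to 52.0%) had a pair that divided the genotypes the same way with at most 2 placed otherwise, against 9.43% of pairs from different unigenes with the same cluster sizes; the share was 30.6% without the 4 samples and 22.9% with the threshold from the 22 dim control probes. In all 306 such unigenes the same genotypes were low at both probes.

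**Figure D4:**
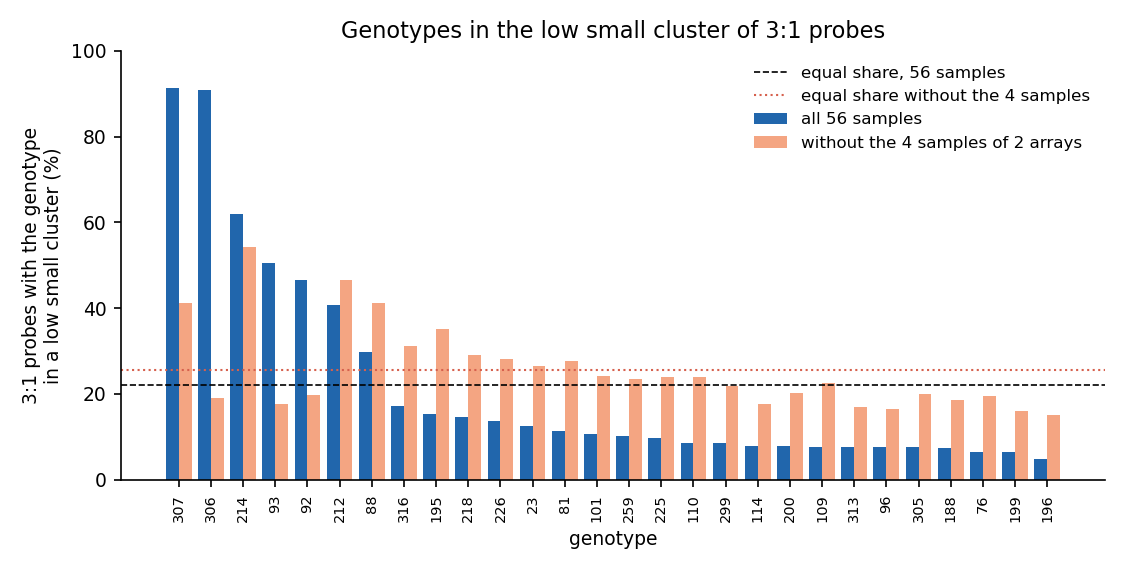
Percent of the 3:1 probes with a low small cluster in which each of the 28 genotypes lies in that cluster, with all 56 samples (blue) and without the 4 samples of 2 arrays (orange); the dashed black line is the equal share with all samples, 22%, and the dotted red line that without the 4, 25.6%. Genotypes 307 and 306 reach 91.4% and 90.8% with all samples.

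The study also asked whether longer probe sets find more polymorphism. Interaction was found in 106 of 1308 unigenes with 10 designed probes (8.10%) and in 596 of 16549 with 5 (3.60%; odds ratio 2.36, 95% interval 1.89 to 2.93, Fisher's exact test, two-sided, p = 7.59e-13). Cluster probes were found in 15.7% and 10.5% (odds ratio 1.60, Fisher's exact test, p = 2.05e-08). The clustering also called 29.6% of unchanged simulated probes, and 31.9% against 23.6% of these unigenes were detected. More cluster probes in longer sets therefore need no polymorphism. Among unigenes with at least 2 kept probes the shares with interaction were 37.5% and 27.3% (odds ratio 1.59, Fisher's exact test, p = 0.000579). With only probes detected in all 28 genotypes the odds ratio was 0.666 (Fisher's exact test, p = 1), but too few unigenes had an interaction there to give a direction. Of the 9 described unigenes with 10 probes that were tested, 6 had an interaction, among them the alpha-tubulin CL1242Contig1 with 7 kept probes and the ribosomal proteins CL102Contig1 and CL502Contig1 with 8 each. The DnaJ protein CL1584Contig1 (adjusted p = 0.376), the ubiquitin-conjugating enzyme CL908Contig1 (0.0382) and the kinesin heavy chain CL4522Contig1 (0.193) did not pass; the DnaJ protein (3.59e-17) and the ubiquitin-conjugating enzyme (2.32e-06) did with the threshold from the 22 dim control probes, and the kinesin (5.52e-08) without the 4 samples.

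By EST source, as the unigene names give it, probes were detected most often for contigs, which pool ESTs of several sources (15.9% of 42389), and least often for singletons with the prefix GR (3.55% of 34046), apart from the 25 probes of the FLen sequences, of which 0 were detected. Singletons with the prefixes GL, SP, UR and PE were detected in 9.15%, 6.97%, 5.75% and 5.33% (chi-square test by permutation over sources, p = 1e-05, the smallest that 100000 resamples can give). Interaction was found in 6.36% of contigs and 1.59% of singletons. Among tested unigenes the shares were 29.1% and 26.6%, with 22.3% for the prefix GL and 37.7% for UR as the lowest and highest, and no difference between sources was detected (same permutation test, p = 0.103). With all unigenes counted, the share with interaction differed between singleton sources (same permutation test, p = 0.00237).

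Between scanner batches, 431 kept probes (4.38%) differed by limma's moderated F test at an adjusted p of 0.05. Both samples lay in batch A for 13 genotypes, in batch B for 11 and in batch C for 1, and 3 genotypes spanned batches, so this count holds differences between genotypes too and gives no size for the scanner alone.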

Values the study reported

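For the discovery array of 103,000 probes and 20,726 unigenes, the study reported 51,661 probes (50%) for 16,163 genes (78%) with detected transcripts. For 3,622 genes (17.5%) it reported that every probe of the set was above the control threshold in all 28 individuals. It reported a significant genotype by probe interaction for 4,648 genes at a false discovery rate of 0.005.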

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

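The signals below lie in data outside the comparisons of the report, and they were looked for only after the values were seen. Control probes entered the comparisons only through the threshold, yet 4 of the 26 gave a mean log2 signal of 11.79, 10.61, 8.05 and 7.16 over the 56 samples, above the 5.81 to 6.13 of the other 22. These 4 set the detection threshold, and its effect is given with the other processing choices.

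The scanner file of replicate 1 of genotype 109 and replicate 2 of genotype 101, which was not used for the results given first, held signal close to that of the other array listed for the same slide and position. Across probes, which are not independent replicates, the correlation was 0.996 in Cy5 and 0.996 in Cy3, while the highest correlation with any of 26 other arrays was 0.95 and 0.956. No biological explanation was tested for either signal.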

How the results depend on the processing

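The threshold from the dim control probes, the omission of the 4 samples of 2 arrays, the request that ramets lie on the same side and the use of all 56 scanner files were chosen after seeing the data, as was the test of 3:1 cluster probes against pairings within batches; the other alternatives were listed before. Of 160 values under alternatives other than leaving out 1 sample, 104 kept their direction, their side of the threshold and, for counts, a size within 1.5 times; of 560 values with 1 sample left out, 548 did. Agreement of ramets ranged from 0.237 to 0.479 and stayed above 0 under all 10 of its alternatives, and the difference between contigs and singletons kept its direction under all 15. For the changes below the cause was not tested, except where fewer probes, genotypes or samples entered by construction. Signal over background limits the detection counts, with 9.54% of the probes kept at one threshold and 49.0% at the other, and a low cluster below the threshold gives only a lower limit of a gap.

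Detected probes and unigenes numbered 1200 and 714 at the 95th percentile of the control probes, 35534 and 12133 by the scanner flag for signal well above background, and 1366 and 900 when detection in all 28 genotypes was required. With the threshold from the dim control probes they were 50485 and 16180, with 1947 unigenes with interaction, 1611 differing in mean signal, 6169 differing probes, 2856 probes differing between scanner batches, 5355 1:1 and 9795 3:1 cluster probes, a shared split in 22.9% of unigenes, and a low small cluster in 37.4%, which reversed that result.

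The scanner's processed signal gave 643 1:1 cluster probes, a shared split in 52.0%, 194 unigenes differing in mean signal, 626 differing probes and 136 probes differing between batches. The value table without further normalization gave a shared split in 42.5%, 68 unigenes, 410 probes and 177 batch probes. In mean signal 297 unigenes differed after loess and Aquantile, 291 without the 2 arrays listed for 1 slide and position, and 102 without cluster probes in the mean. Without a filter on dim probes 2252 unigenes had an interaction, 1075 differed in mean signal and 5593 probes differed. With only probes detected in all 28 genotypes these were 21, 1 and 2. The odds ratio of probe set size was then 0.666, for which 21 unigenes are too few to give a direction. With no missing genotype allowed, 431 1:1 and 1163 3:1 cluster probes were left, and with ramets on the same side in at least 26 genotypes 137 and 182.

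With the replicate block, 736 unigenes had an interaction, 451 differed in mean signal and 1093 probes differed, so it changed no call by over 1.5 times; same-numbered samples share only their dye. Scanner batch as a block gave 240 unigenes differing in mean signal and 725 probes, batch with the replicate block 222 and 710, and the array as a random block with the replicate block 1314 and 2695. Within batch A 187 unigenes and 625 probes differed, and within batch B 27 and 160, with 174 unigenes with interaction there. Without the 4 samples of the 2 arrays, 1151 unigenes had an interaction, 1847 differed in mean signal and 3548 probes differed, with 1866 1:1 cluster probes and a shared split in 30.6%.

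With 1 sample left out in turn, agreement of ramets ranged from 0.374 to 0.424, unigenes with interaction from 665 to 1430, the odds ratio of probe set size from 2.15 to 2.51, the difference between contigs and singletons from 4.33 to 9.07 percentage points, 1:1 cluster probes from 553 to 1101, 3:1 cluster probes from 804 to 2229, low small clusters from 63.1% to 78.2%, shared splits from 45.0% to 54.8%, unigenes differing in mean signal from 361 to 2652 and differing probes from 932 to 5651. The genotype whose sample was left out kept 1 sample, which was assumed to vary like the others. Replicate 1 of genotype 306 and replicate 2 of genotype 307 moved counts by over 1.5 times. Without the first, 1399 unigenes had an interaction, 2642 differed in mean signal and 5635 probes differed, with 553 1:1 and 867 3:1 cluster probes; without the second these were 1430, 2652, 5651, 570 and 804. Each leaves as the only sample of its genotype the one on the array with correlated channels. Shared splits moved to 53.9% without replicate 1 of genotype 92 and to 54.8% without replicate 2 of genotype 93.

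When the Cy3 samples were paired with other genotypes at random, the real pairing was the only 1 of 100 to reach its count for the tests between genotypes. It gave 723 unigenes with interaction against at most 0 in the other pairings, whose mean was 0, 467 unigenes differing in mean signal against at most 1, and 1127 probes against at most 1. With pairings kept within scanner batches the highest other counts were 9, 21 and 11, so chance pairing is excluded as the source of these counts. It is not excluded for the number of 3:1 cluster probes, since 58 of 100 pairings within batches gave as many as the 1980 observed, with at most 2115; for the 997 1:1 cluster probes 1 did, with at most 752 in the others. Alternatives on the variation and coordination of gene lists with their matching of names, and co-segregation by distance, were not run, because names and positions were at hand for part of the unigenes only.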

Other observations

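The tests of explanations for small low clusters and for raised samples were chosen only after the result was seen, as were those of unsegregating spread and scanner batch for the number of cluster probes and of samples low for many probes. The tests of ramets on the same side, of linked genes and of probe position were set after the data were first examined but before their own results were seen. With the threshold from the dim control probes, chosen after seeing the data, all 80 described unigenes were detected, and 51 of 79 tested had an interaction; the study chose these unigenes on trees that include these, so the counts are not independent evidence. Members that came in below the threshold of the report included the cysteine synthase CL1562Contig1, which makes cysteine (interaction adjusted p = 1.77e-06, mean signal adjusted p = 1.13e-06), and the homeodomain protein KNAT3 CL3351Contig1 (interaction adjusted p = 9.63e-13). Of the disease resistance group 5 of 5 were detected and 2 had an interaction, among them the TIR-NBS-LRR protein GR-PU-003&&MG-035&&B09 (adjusted p = 0.0001). Both phenylpropanoid unigenes were detected and neither had an interaction at an adjusted p of 0.005. The photosystem I subunit CL38Contig1, a green tissue marker, was detected too and differed in mean signal (adjusted p = 8.42e-05).

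The number of cluster probes does not by itself show segregation. Normal values with no clusters gave 2889 cluster probes against 2977 observed (1:1 ratio 1501 against 997, 3:1 ratio 1388 against 1980), while the differences between ramets gave 1124, so spread without segregation cannot be told apart from alleles in the total, because 2-means divides any spread. Cluster probes with ramets on the same side in at least 26 genotypes numbered 319, against at most 98 in 200 re-paired draws, which is consistent with alleles that both ramets carry at part of the probes. Splits along the scanner batches were few: 2.01% of the 1:1 probes divided the genotypes as batches A and B do, although shuffled batch labels reached at most 0.1%. Other effects of batch were not tested. Re-paired draws within batches gave a mean of 42.9 cluster probes with ramets on the same side, against 9.04 in free draws, so batch may enter more probes. Differences of transcript level between genotypes that both ramets share had no test of their own and stay open. An effect of equal size at all probes of a set cancels in the interaction test, but one that is smaller at dim probes does not. Yet 218 of the 264 probes with ramets on the same side in tested unigenes belonged to a unigene with interaction. On the other hand, 48.1% of the 636 unigenes with at least 2 cluster probes had a pair that divided the genotypes the same way.

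The excess of 3:1 probes with a low small cluster is tied in part to 2 arrays with correlated channels. Of these probes, 90.4% held both genotypes of 1 of the 2 arrays in the small cluster, 87.5% those of the array of genotypes 306 and 307 and 37.6% those of the other, where 5.56% is expected for each pair of genotypes. Without the 4 samples the share of low small clusters was 53.6%, against 61.1% to 79.0% with 50 other pairs of arrays left out, which is consistent with these arrays giving most of the excess, although the 973 such probes called without them have other sources. The level of the signal stays open: by the midpoint between clusters, the share differed by 40.2 percentage points between the brightest and the dimmest of 5 equal groups above the dim control threshold, but among the kept probes it was 77.0% in the dimmest and 82.1% in the brightest. A missing dominant allele as the whole source is argued against by genotype 214, which lay in 54.4% of the low small clusters left without the 4 samples.

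Samples of low genotypes were raised where they shared an array with a high genotype. Over 274 probes with ramets on the same side, other than the 2 where this was seen, such samples lay higher at 70.1% of the probes, by a mean of 0.14 ± 0.03 log2 units (SE), and by 1.31 at the 8 probes whose high cluster was above log2 11. This is consistent with signal carried over between the channels of a spot. Spots bright in both channels would raise high genotypes as well, and these differed by a mean of 0.0211 ± 0.0136 (SE). These SEs treat probes as independent, although all rest on the same samples and arrays, so they understate the uncertainty. No biological explanation was tested.

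Different unigenes sometimes divided the genotypes almost identically, and linked genes are a candidate explanation: 150 pairs among the 278 unigenes with ramets on the same side had at most 1 genotype placed otherwise, against at most 8 in 100 shuffled draws, and 46 pairs among the 133 left without splits along the 2 arrays, against at most 1. In 91.3% of these 46 pairs the same genotypes were low, which samples low for many probes would also give, so linkage stays open. Among unigenes with 5 probes, the last probe was detected more often than the first by 2.68 percentage points, under the 5 points set beforehand for an effect of probe position.

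Detected probes numbered 9829 and detected unigenes 4558. Both are lower than the values quoted from the study above. The threshold of 8.07 here was set by 4 bright control probes, and from the other 22 it was 6.03. With the threshold from those dim control probes 50485 probes (49.0%) and 16180 unigenes (78.1%) were kept, close to the quoted values. The lower counts thus follow from the 4 bright control probes. Whether the study's cutoff, given in relative fluorescence units, took in these 4 is not known. An interaction was found in 723 unigenes at the same threshold of adjusted p. That is lower than the value quoted from the study above. The sets differ, since only the 2548 unigenes with at least 2 kept probes were tested here; without the filter on dim probes 2252 passed, which is lower too. All probes of the set were detected in all 28 genotypes for 7 unigenes. That is lower than the value quoted from the study above. With the threshold from the dim control probes it was 807, still lower, while 3383 unigenes had all probes detected in at least 4 genotypes.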
